# Brain transcriptome analysis of a familial Alzheimer’s disease-like mutation in the zebrafish *presenilin 1* gene implies effects on energy production

**DOI:** 10.1186/s13041-019-0467-y

**Published:** 2019-05-03

**Authors:** Morgan Newman, Nhi Hin, Stephen Pederson, Michael Lardelli

**Keywords:** Alzheimer’s disease, Presenilin 1, Mutation, Transcriptome, Brain, ATP synthesis, Mitochondria, Vacuolar acidification, Zebrafish, Genome editing

## Abstract

To prevent or ameliorate Alzheimer’s disease (AD) we must understand its molecular basis. AD develops over decades but detailed molecular analysis of AD brains is limited to postmortem tissue where the stresses initiating the disease may be obscured by compensatory responses and neurodegenerative processes. Rare, dominant mutations in a small number of genes, but particularly the gene *PRESENILIN 1* (*PSEN1*), drive early onset of familial AD (EOfAD). Numerous transgenic models of AD have been constructed in mouse and other organisms, but transcriptomic analysis of these models has raised serious doubts regarding their representation of the disease state. Since we lack clarity regarding the molecular mechanism(s) underlying AD, we posit that the most valid approach is to model the human EOfAD genetic state as closely as possible. Therefore, we sought to analyse brains from zebrafish heterozygous for a single, EOfAD-like mutation in their *PSEN1*-orthologous gene, *psen1*. We previously introduced an EOfAD-like mutation (Q96_K97del) into the endogenous *psen1* gene of zebrafish. Here, we analysed transcriptomes of young adult (6-month-old) entire brains from a family of heterozygous mutant and wild type sibling fish. Gene ontology (GO) analysis implies effects on mitochondria, particularly ATP synthesis, and on ATP-dependent processes including vacuolar acidification.

**Electronic supplementary material:**

The online version of this article (10.1186/s13041-019-0467-y) contains supplementary material, which is available to authorized users.

## Background

AD is the most common form of dementia with severe personal, social, and economic impacts. Rare, familial forms of AD exist caused by autosomal dominant mutations in single genes (reviewed by [1]). The majority of these mutations occur in the gene *PRESENILIN 1* (*PSEN1*) that encodes a multipass integral membrane protein involved in intra-membrane cleavage of numerous proteins [1].

A wide variety of transgenic models of AD have been created and studied. These are aimed at reproducing histopathologies posited to be central to the disease process, i.e. amyloid plaques and neurofibrillary tangles of the protein MAPT [2]. However, analysis of the effects on the brain transcriptome of the transgenes driving a number of these mouse models showed little concordance with transcriptomic differences between human AD brains and age-matched controls [3] (although a recent study asserts that this lack of concordance for the popular “5XFAD” transgenic mouse model is due to previous failure to analyse the effects of its transgenes in a variety of genetic backgrounds [4]). We posit that, in the absence of an understanding of the molecular mechanism(s) underlying AD, the most objective approach to modeling this disease (or, at least, modeling its genetic form, EOfAD) is to create a genetic state as similar as possible to the EOfAD state in humans. Mouse “knock-in” models of EOfAD mutations were created over a decade ago and showed subtle phenotypic effects but not the desired histopathologies (e.g. [5, 6]). However, at that time, researchers did not have access to RNA-Seq technology. To the best of our knowledge, transcriptome analysis of the EOfAD mutation knock-in mouse models was never performed.

In humans, AD is thought to develop over decades and the median survival to onset age for EOfAD mutations in human *PSEN1* considered collectively is 45 years [7]. Functional MRI of human children carrying EOfAD mutations in *PSEN1* has revealed differences in brain activity compared to non-carriers in individuals as young as 9 years of age [8]. Presumably therefore, heterozygosity for EOfAD mutations in *PSEN1* causes early molecular changes/stresses that eventually lead to AD.

Transcriptome analysis is currently the most detailed molecular phenotypic analysis possible on cells or tissues. Here we present an initial analysis of the transcriptomic differences caused in young adult (6-month-old) zebrafish brains by the presence of an EOfAD-like mutation in the gene *psen1* that is orthologous to the human *PSEN1* gene. GO analysis supports very significant effects on mitochondrial function, especially synthesis of ATP, and on ATP-dependent functions such as the acidification of lysosomes that are critical for autophagy.

## Materials and methods

The mutant allele, Q96_K97del, of *psen1* was a byproduct identified during our introduction of the K97fs mutation into *psen1* (that models the K115fs mutation of human *PSEN2* – see [9] for an explanation).

Q96_K97del is a deletion of 6 nucleotides from the coding sequence of the *psen1* gene. This is predicted to distort the first lumenal loop of the Psen1 protein. In this sense, it is similar to a number of EOfAD mutations of human *PSEN1* [10]. Also, in common with all the widely distributed EOfAD mutations in *PSEN1*, (and consistent with the PRESENILIN EOfAD mutation “reading frame preservation rule” [1]), the Q96_K97del allele is predicted to encode a transcript that includes the C-terminal sequences of the wild type protein. Therefore, as a model of an EOfAD mutation, it is superior to the K97fs mutation in *psen1* [9].

To generate a family of heterozygous Q96_K97del allele (i.e. *psen1*^*Q96_K97del*^/+) and wild type (+/+) sibling fish, we mated a *psen1*^*Q96_K97del*^/+ individual with a +/+ individual and raised the progeny from a single spawning event together in one tank. Zebrafish can live for up to 5 years but, in our laboratory, typically show greatly reduced fertility after 18 months. The fish become fertile after around 3 months of age, so we regard 6-month-old fish as equivalent to young adult humans. Therefore we analysed the transcriptomes of entire young adult, 6-month-old fish brains using poly-A enriched RNA-seq technology, and estimated gene expression from the resulting single-end 75 bp reads using the reference GRCz11 zebrafish assembly transcriptome [11, 12]. Each zebrafish brain has a mass of approximately 7 mg. Since AD is more prevalent in human females than males, and to further reduce gene expression “noise” in our analyses, we obtained brain transcriptome data from four female wild type fish and four female heterozygous mutant fish. This data has been made publicly available at the Gene Expression Omnibus (GEO, see under *Availability of data and materials* below).

## Results

### Differentially expressed genes (DE genes)

Genes differentially expressed between wild type and heterozygous mutant sibling fish were identified using moderated *t*-tests and a false discovery rate (FDR)-adjusted *p*-value cutoff of 0.05 as previously described [9, 13, 14]. 

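Brains of female siblings raised in 1 tank were compared at 6 months, and the deposited table holds whole-number counts for 28219 genes in 8 columns, 4 labelled wild type and 4 labelled heterozygous mutant. The columns of wild type replicate 4 and heterozygous mutant replicate 4 are identical in all 28219 genes, with a total count of 15486499 in each. Every other pair of columns has equal counts for 14.9% to 17.8% of the genes. One library therefore stands under both genotypes, and the sources used here do not say from which fish it came. It was left out of the values given here, which compare 3 heterozygous mutant brains with 3 wild type brains. Total counts were 17021711, 29508810 and 18979408 in wild type replicates 1, 2 and 3, and 17133332, 15400148 and 20109680 in heterozygous mutant replicates 1, 2 and 3.
The paper estimated expression from single-end reads of poly-A enriched RNA against the GRCz11 transcriptome, and the processing notes of the submitters name kallisto 0.44.0 and sleuth 0.29.0. How the estimates became whole numbers per gene is not given in the sources used here. The sample labels also say that other libraries of the batch, not analysed here, entered the variance estimates of the paper. From the counts, 18778 genes with enough counts were kept by the filterByExpr function of edgeR, scaled by TMM and compared by the quasi-likelihood test of edgeR, with p-values adjusted by the Benjamini-Hochberg method. When counts were simulated for 3 brains against 3, this test found 36% of the genes changed 1.5-fold and 68% of those changed 2-fold. Of its 122 calls there, 20 were false, a larger share than an adjusted p under 0.05 aims at. The gene that carries the mutation, psen1 (ENSDARG00000004870), had 35.2 ± 0.939 CPM (counts scaled by library size and TMM, SD, n = 3) in wild type brains and 33.0 ± 0.742 (SD, n = 3) in heterozygous mutant brains. Its log2 fold change was -0.09 (standard error 0.06, adjusted p = 0.684 from edgeR). An in-frame deletion need not change the level of the transcript, so this does not test the genotype labels. Genes are named as in Additional file 1 or, failing that, by a table of gene symbols that gives many zebrafish genes their human-style names.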

In total, 251 genes were identified as differentially expressed (see Additional file 1). Of these, 105 genes showed increased expression in heterozygous mutant brains relative to wild type sibling brains while 146 genes showed decreased expression.

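In the 3 heterozygous mutant brains, 4 genes were higher and 5 were lower than in the 3 wild type brains at an adjusted p under 0.05 (quasi-likelihood test of edgeR, 18778 genes). In each of the 9 genes the values of the genotypes did not overlap, as in 16.0% of all genes tested, where chance gives 10%. The lowest p-value was that of tuba1b (ENSDARG00000045367), which encodes an alpha tubulin. It had 39.9 ± 1.22 CPM (SD, n = 3) in wild type brains and 13.3 ± 0.441 (SD, n = 3) in heterozygous mutant brains, a log2 fold change of -1.59 (standard error 0.07, adjusted p = 0.000131 from edgeR). Alpha tubulin genes are close copies of each other and can share reads, so its level is uncertain. The lower gene si:ch211-233m11.1 went from 9.87 ± 0.239 to 0.184 ± 0.121 CPM (SD, n = 3 each), traf3ip2l from 12.4 ± 0.884 to 1.47 ± 0.37 CPM (SD, n = 3 each), and ENSDARG00000058341, which has no symbol in the table used, from 2.08 ± 0.353 to 0.172 ± 0.0574 CPM (SD, n = 3 each). The fifth was atp5mc1 (ENSDARG00000056008), which encodes the membrane-embedded c subunit of ATP synthase, with 121 ± 3.00 CPM (SD, n = 3) in wild type brains and 84.3 ± 2.82 (SD, n = 3) in heterozygous mutant brains. Its log2 fold change was -0.52 (standard error 0.05, adjusted p = 0.0112 from edgeR).
Of the 4 higher genes, si:ch211-202h22.10 had no count in any wild type brain and 2.496 ± 0.0449 CPM (SD, n = 3) in heterozygous mutant brains, at least 54.5-fold higher against a floor of 3 counts over the 3 wild type libraries. The log2 fold change was 0.75 (standard error 0.07) for hipk1a, a homeodomain-interacting protein kinase gene, 1.13 (standard error 0.11) for HMGCLL1 and 1.17 (standard error 0.14) for si:dkey-23a13.11. At an unadjusted p under 0.05 there were 1824 genes, where 938.9 would be met by chance. Genes vary together, so this excess alone cannot be laid to the genotype. The 6 brains can be split into 3 and 3 in 10 ways. Of these, 2 gave at least 9 DE genes, the real split included, and the other gave 19. The count of 9 genes was 80 by DESeq2, 8 by limma voom and 3, all of them lower, with 1 surrogate variable for hidden variation. Leaving out 1 brain gave 4 genes (without wild type replicate 1 or 2, or heterozygous mutant replicate 2 or 3), 6 (without wild type replicate 3) or 13 (without heterozygous mutant replicate 1), and all 8 columns as labelled, the comparison first planned, gave 0 genes with edgeR (842 at an unadjusted p under 0.05) and, in a fit added after seeing the data, 0 with limma voom (948). With the 8 columns (edgeR) the log2 fold change was -1.05 for tuba1b, -2.18 for si:ch211-233m11.1, -1.74 for traf3ip2l and 1.31 for si:ch211-202h22.10. In fits chosen after seeing the data, the shared library as mutant gave -2.24 for si:ch211-233m11.1 and -1.80 for traf3ip2l. For si:ch211-202h22.10 it gave 8.99 as mutant and 0.87 as wild type. Under either genotype the shared library thus made at least 1 of these differences smaller.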

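Most genes of Additional file 1 lay on the same side in the 6 brains. The table of counts holds 225 of the 251 genes, and 214 passed the filter on low counts. Of these, 72 of the 76 that the paper lists as higher were higher here, and 136 of the 138 that it lists as lower were lower, 97.2% in all. Across the 214 genes the log2 fold changes had a Spearman correlation of 0.92 with those the paper reports, although genes are not independent replicates. These 6 libraries are among those on which the paper chose the genes, so neither value is independent evidence of direction. For 176 of the 214 genes the unadjusted p was under 0.05, and 4 passed the adjusted threshold (atp5mc1, hipk1a, si:dkey-23a13.11 and si:ch211-202h22.10, edgeR). No gene of Additional file 1 passed with 1 surrogate variable or without heterozygous mutant replicate 2 or 3. Only 1 passed without wild type replicate 1, and likewise without wild type replicate 2.
Genes lower in both include psen2, the paralog of the mutated gene, at a log2 fold change of -0.30 (standard error 0.08, adjusted p = 0.362 from edgeR), psmb5, a proteasome subunit gene, at -0.30 (standard error 0.07, adjusted p = 0.316 from edgeR) and micu1, a regulator of mitochondrial calcium uptake, at -0.32 (standard error 0.08, adjusted p = 0.362 from edgeR). Of the other genes of the gamma-secretase complex, APH1B was at -0.25 (standard error 0.10) and PSENEN at 0.09 (standard error 0.09), and neither passed the test (adjusted p = 0.452 and 0.788 from edgeR). PSENEN was at 0.03 without heterozygous mutant replicate 2 and at 0.15 without heterozygous mutant replicate 1. In 171 of the 214 genes the values of the 2 genotypes did not overlap, a count that again rests on genes chosen with these libraries, so the 10% of genes that chance gives is no measure for it. The 26 genes of Additional file 1 outside the count table, clcn3 among them, were not analysed here.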

### GO analysis

To understand the significance for brain cellular function of the differential gene expression identified in young adult heterozygous mutant brains we used the *goana* function [15] of the *limma* package of Bioconductor software [14] to identify GOs in which the DE genes were enriched at an FDR-corrected *p*-value of less than 0.05. Seventy-eight GOs were identified (Table 1) of which 20 addressed cellular components (CC). 

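GO annotation was not used here, and 35 gene lists fixed before the data were examined stand in for it. The lists of energy metabolism, proton transport and the Cul2 ligase were chosen from the conclusions of the paper, which rest in part on these libraries. Their enrichment is therefore no independent evidence. Among the 251 genes with the lowest p-values in the 6 brains, the size of the list in the paper, 4 of the 18 tested genes of ATP synthase were found where 0.241 would be met by chance (atp5mc1, atp5f1b, atp5mc3b and atp5pd). All 4 are in Additional file 1. Of 77 genes of the cytosolic ribosome 9 were among the 251, where 1.03 would be met by chance, and of 33 genes of respiratory complexes II to IV 4 were (sdhdb, uqcrfs1, COX7A2 and uqcrc2a), where 0.441 would be. These 3 lists passed an adjusted p of 0.05 over the 35 lists (0.00144 for ATP synthase, 3.02e-05 for the ribosome and 0.011 for complexes II to IV, Fisher's exact test, one-sided). Complex I had 3 of 37 genes among the 251 (adjusted p = 0.0765 by Fisher's exact test), the Cul2 ligase 2 of 15 (adjusted p = 0.0833 by Fisher's exact test) and the V-ATPase 1 of 28 (adjusted p = 0.785 by Fisher's exact test). The enrichment of complexes II to IV was lost (adjusted p by Fisher's exact test) without wild type replicate 1 (0.302) or 3 (0.0706), without heterozygous mutant replicate 1 (0.903), 2 (0.303) or 3 (0.83), by DESeq2 (0.0838) with the chromosome of psen1 left out (0.0683) and, in a fit chosen after seeing the data, with the shared library as mutant (1 gene among the 251). The enrichment of the ribosome was lost with the shared library as wild type, also chosen after seeing the data (adjusted p = 0.783 by Fisher's exact test, 2 genes). Complex I passed without wild type replicate 3 (adjusted p = 0.0122 by Fisher's exact test) and the Cul2 ligase without heterozygous mutant replicate 3 (adjusted p = 0.0162 by Fisher's exact test). The mitochondrial genome, with 2 of 13 genes among the 251 (adjusted p = 0.0765 by Fisher's exact test), passed by DESeq2 (3.93e-09, 7 genes) and limma voom (2.98e-07, 6 genes), and without wild type replicate 1 (0.0101) or heterozygous mutant replicate 1 (0.000654) or 2 (0.00672), among other fits. Fisher's exact test takes genes as independent, which genes of 1 complex are not.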

Remarkably, most of these CCs concerned the mitochondrion, membranes, or ATPases. 

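Genes of ATP synthase, the complex that makes ATP from the proton gradient over the inner mitochondrial membrane, were lower in heterozygous mutant brains. Their median log2 fold change was -0.21 over 18 genes, and 15 of the 18 were below 0 (camera of limma with a preset correlation of 0.01, adjusted over 35 lists, adjusted p = 6.42e-12, and adjusted p = 0.398 with an estimated correlation). Only atp5mc1 passed the gene test over all genes (edgeR), a call lost with 1 surrogate variable and without heterozygous mutant replicate 2 or 3. Adjusted over the list alone, 10 of the 18 were lower and none was higher (edgeR). Among these 10, atp5f1b, the catalytic beta subunit, had 714 ± 17.7 CPM in wild type brains and 572 ± 11.0 in heterozygous mutant brains (SD, n = 3 each), a log2 fold change of -0.32 (standard error 0.05). The gene atp5mc3b, a second gene for the c subunit that can share reads with atp5mc1, had a log2 fold change of -0.41 (standard error 0.07).
In the respiratory chain, the median was -0.14 over 37 genes of complex I, 28 of them below 0 (camera adjusted p = 5.74e-05, and adjusted p = 0.521 with an estimated correlation; -0.07 without wild type replicate 1), and -0.13 over 33 genes of complexes II to IV, 27 of them below 0 (camera adjusted p = 8.3e-07, and adjusted p = 0.422 with an estimated correlation). No gene of either list passed over all genes. Adjusted over the list alone, 2 genes of complex I were lower (NDUFAB1 and ndufb3) and 4 of complexes II to IV (sdhdb, uqcrfs1, COX7A2 and uqcrc2a), and none was higher (edgeR). By contrast the 13 protein-coding genes of the mitochondrial genome had a median of 0.18, and 11 of the 13 were above 0 (camera adjusted p = 3.45e-09, and adjusted p = 0.398 with an estimated correlation). None passed over all genes, and 7 were higher when adjusted over the list alone (edgeR), such as mt-nd4l at 0.33 (standard error 0.06) and MT-ND2 at 0.30 (standard error 0.07). These genes took 7.56%, 7.48% and 7.19% of the counts in the wild type brains and 8.27%, 8.02% and 8.56% in the heterozygous mutant brains. Of 15 genes of the Cul2 ubiquitin ligase, zer1 and zyg11 were lower when adjusted over the list alone (edgeR), and the list did not pass the set test (camera adjusted p = 0.114).

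**Figure D1:**
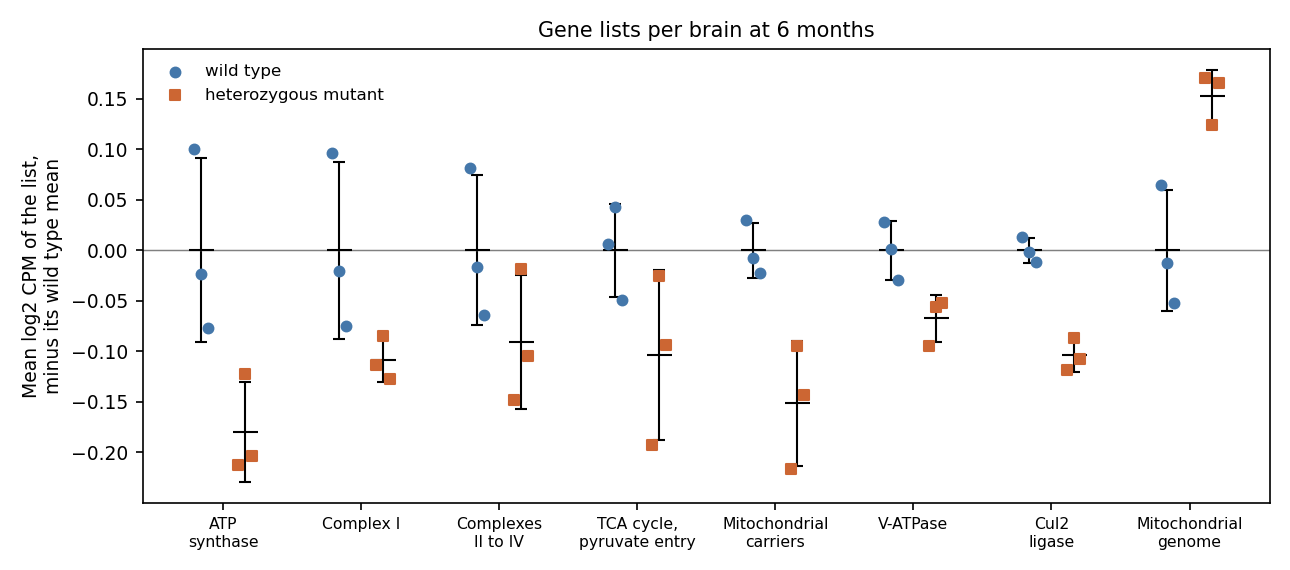
Mean log2 CPM of the genes of each list in each brain, minus the wild type mean of that list (y axis, log2 units), for 3 wild type and 3 heterozygous mutant brains. Points are brains, and horizontal bars with whiskers are means and SDs. The heterozygous mutant brains lie between -0.21 and -0.12 for ATP synthase and between 0.12 and 0.17 for the mitochondrial genome. The wild type brains lie between -0.08 and 0.10 for ATP synthase and between -0.05 and 0.06 for the mitochondrial genome. The genotypes overlap for complexes II to IV and for the TCA cycle.

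Other groups moved in the same brains. Markers of microglia, the resident macrophages of the brain, had a median of 0.13 over 27 genes (camera adjusted p = 0.000464, and adjusted p = 0.521 with an estimated correlation), although wild type replicate 3 lay among the heterozygous mutant brains. The median was 0.04 without heterozygous mutant replicate 3, 0.09 without wild type replicate 1, 0.21 without heterozygous mutant replicate 1 and 0.24 without wild type replicate 3. Immediate early genes, which respond within minutes to neuronal activity and handling, had a median of -0.23 over 30 genes (camera adjusted p = 1.16e-08, and adjusted p = 0.398 with an estimated correlation), and of -0.35 without heterozygous mutant replicate 3. With the shared library taken as wild type, a fit chosen after seeing the data, the call of the mitochondrial genome was lost (camera adjusted p = 0.509), with mt-nd4l at 0.12 and MT-ND2 at 0.16.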

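Genes of the mitochondrial carrier family, which move metabolites across the inner membrane, were lower in heterozygous mutant brains more often than higher. Of 55 genes, 42 were below 0, with a median log2 fold change of -0.10 (camera adjusted p = 0.00032, and adjusted p = 0.398 with an estimated correlation). The most abundant of those named here, slc25a5, exchanges ADP for ATP across the inner mitochondrial membrane and had 993 ± 52.2 CPM (SD, n = 3) in wild type brains and 833 ± 40.5 (SD, n = 3) in heterozygous mutant brains. Its log2 fold change was -0.25 (standard error 0.06, adjusted p = 0.335 from edgeR). The aspartate and glutamate carrier gene slc25a12 was at -0.30 (standard error 0.08) and the phosphate carrier gene SLC25A3 (ENSDARG00000025566, 1 of several genes under that name) at -0.23 (standard error 0.07). No carrier gene passed the test over all genes or when adjusted over the list alone (edgeR). Of the genes that Additional file 1 lists as lower, chosen in part on these libraries, 3 further transport genes did not pass here (edgeR). The log2 fold change was -0.34 (standard error 0.05, adjusted p = 0.147 from edgeR) for slc9a7, a sodium and proton exchanger, -0.34 (standard error 0.08, adjusted p = 0.335 from edgeR) for mcoln1b, a lysosomal cation channel, and -0.13 (standard error 0.05, adjusted p = 0.461 from edgeR) for nnt, the proton-translocating transhydrogenase of mitochondria.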

Seventeen GOs addressed molecular functions (MF) and largely involved membrane transporter activity, particularly ion transport and ATPase activity coupled to such transport. 

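The vacuolar ATPase, the proton pump that acidifies lysosomes and other vesicles, had a median log2 fold change of -0.06 over 28 tested genes, and 20 were below 0 (camera adjusted p = 0.000844, and adjusted p = 0.398 with an estimated correlation). The lowest was atp6v0a2a, with 57.3 ± 1.14 CPM (SD, n = 3) in wild type brains and 46.2 ± 1.53 (SD, n = 3) in heterozygous mutant brains, a log2 fold change of -0.31 (standard error 0.06, adjusted p = 0.203 from edgeR). It alone was lower when adjusted over the list alone, and no gene passed over all genes (edgeR). Of the other genes of the membrane-bound V0 part that Additional file 1 lists, atp6v0a1b was at -0.17 (standard error 0.06) and atp6v0b at -0.13 (standard error 0.06), or -0.08 without wild type replicate 1, and neither passed. Genes of the lysosome itself were not called, with a median of -0.01 over 50 genes (camera adjusted p = 0.675). On the supply of fuel to ATP synthesis, 17 of 21 genes of the tricarboxylic acid (TCA) cycle and of pyruvate entry were below 0, with a median of -0.10 (camera adjusted p = 9.03e-05, and adjusted p = 0.521 with an estimated correlation). The mitochondrial pyruvate carrier gene mpc1 had 58.9 ± 3.67 CPM in wild type brains and 42.6 ± 2.23 in heterozygous mutant brains (SD, n = 3 each), and mpc1 and dlst, an enzyme of the TCA cycle, were lower when adjusted over the list alone (edgeR).

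**Figure D2:**
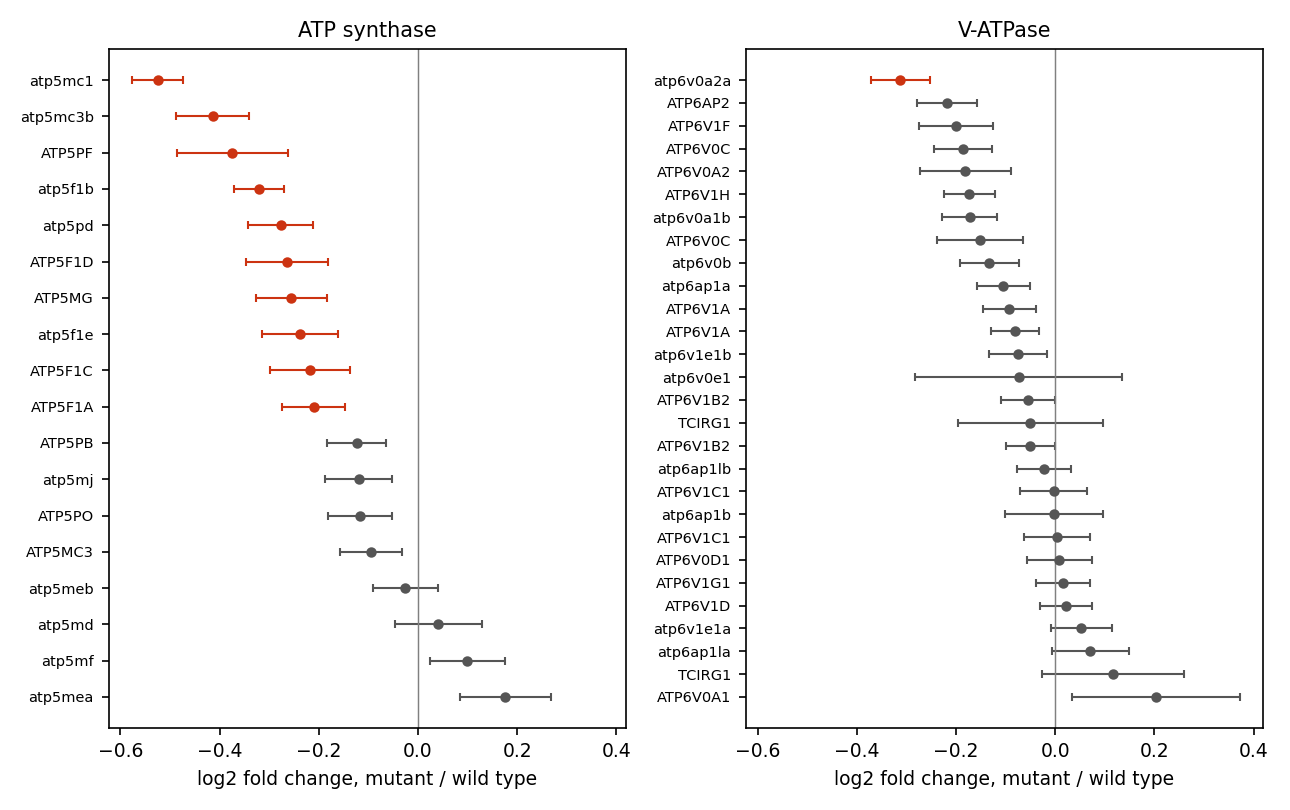
Log2 fold change (x axis, heterozygous mutant over wild type) of each tested gene of ATP synthase (left, 18 genes) and of the V-ATPase (right, 28 genes), with its standard error as whiskers (3 brains against 3). Red marks an adjusted p under 0.05 over the list alone, in 10 genes of ATP synthase and 1 of the V-ATPase. A name that stands on several lines belongs to several zebrafish genes.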

Forty-one GOs addressed biological processes (BP) and involved ATP metabolism, ribonucleoside metabolism, and transmembrane transport processes including vacuolar acidification (that has previously been identified as affected by EOfAD mutations in *PSEN1* [16]). Overall, our GO analysis indicates that this EOfAD-like mutation of zebrafish *psen1* has very significant impacts on cellular energy metabolism and transmembrane transport processes.

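The 6 lists chosen for energy metabolism and proton transport were lower in heterozygous mutant brains by the set test with a preset correlation, unlike the Cul2 ligase list chosen with them (camera adjusted p = 0.114), and the 6 kept their side of the threshold on leaving out any 1 of the 6 brains. None of the 6 passed with an estimated correlation (adjusted p from 0.398 to 0.521). The shifts were small, with medians from -0.06 for the V-ATPase to -0.21 for ATP synthase on the log2 scale. The list means of the genotypes overlapped for complexes II to IV and for the TCA cycle. Against the wild type mean, heterozygous mutant replicate 2 lay at -0.018 and -0.025 in these lists (log2). Wild type replicate 3 lay lower, at -0.064 and -0.049. Among their genes, atp5mc1 alone passed the gene test over all genes (edgeR). The call of atp5mc1 was lost with 1 surrogate variable and without heterozygous mutant replicate 2 or 3. Glycolysis, which makes ATP in the cytosol, was lower as well, with 21 of 27 genes below 0 and a median of -0.10 (camera adjusted p = 7.41e-05, and adjusted p = 0.398 with an estimated correlation). The enolase gene ENO3, also a marker of muscle, had a log2 fold change of -0.54 (standard error 0.10, adjusted p = 0.20 from edgeR) and was lower when adjusted over the list alone (-0.36 with the 8 columns and, in a fit chosen after seeing the data, -0.27 with the shared library as mutant). The fry test, which asks whether the genes of a list move one way without comparing them with other genes, gave adjusted p-values of 0.123 for the mitochondrial carriers and of 0.152 for ATP synthase. From the GO terms enriched among its DE genes (Table 1), the paper proposes that the psen1 mutation affects energy metabolism and transport across membranes.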

**Table 1:** GOs enriched for genes differentially expressed between heterozygous mutant and wild type sibling fish brains

Gene Ontology Term	Ontology	Total Genes	DE Genes	p-value	FDR *p*-value
ATP biosynthetic process	BP	29	7	3.48987E-08	0.00041
ribonucleoside triphosphate biosynthetic process	BP	49	8	9.41317E-08	0.00045
nucleoside triphosphate biosynthetic process	BP	54	8	2.06555E-07	0.00060
purine nucleoside triphosphate biosynthetic process	BP	41	7	4.46237E-07	0.00060
purine ribonucleoside triphosphate biosynthetic process	BP	41	7	4.46237E-07	0.00060
hydrogen transport	BP	60	8	4.783E-07	0.00060
proton transport	BP	60	8	4.783E-07	0.00060
energy coupled proton transport, down electrochemical gradient	BP	27	6	5.89038E-07	0.00060
ATP synthesis coupled proton transport	BP	27	6	5.89038E-07	0.00060
transport	BP	2072	48	2.11748E-06	0.00165
purine nucleoside monophosphate biosynthetic process	BP	54	7	3.09019E-06	0.00172
purine ribonucleoside monophosphate biosynthetic process	BP	54	7	3.09019E-06	0.00172
hydrogen ion transmembrane transport	BP	54	7	3.09019E-06	0.00172
ribonucleoside triphosphate metabolic process	BP	133	10	3.8448E-06	0.00178
establishment of localization	BP	2123	48	4.20295E-06	0.00182
ATP metabolic process	BP	109	9	5.50772E-06	0.00230
nucleoside triphosphate metabolic process	BP	140	10	6.08925E-06	0.00245
cation transport	BP	452	18	6.61154E-06	0.00258
monovalent inorganic cation transport	BP	219	12	1.10729E-05	0.00392
ribonucleoside monophosphate biosynthetic process	BP	65	7	1.08944E-05	0.00392
nucleoside monophosphate biosynthetic process	BP	68	7	1.47269E-05	0.00492
purine ribonucleoside triphosphate metabolic process	BP	125	9	1.68142E-05	0.00546
purine nucleoside triphosphate metabolic process	BP	126	9	1.79263E-05	0.00552
transmembrane transport	BP	654	21	2.93288E-05	0.00797
purine nucleoside monophosphate metabolic process	BP	136	9	3.2951E-05	0.00837
purine ribonucleoside monophosphate metabolic process	BP	136	9	3.2951E-05	0.00837
energy coupled proton transmembrane transport, against electrochemical gradient	BP	35	5	5.20342E-05	0.01106
ATP hydrolysis coupled proton transport	BP	35	5	5.20342E-05	0.01106
ATP hydrolysis coupled transmembrane transport	BP	35	5	5.20342E-05	0.01106
ATP hydrolysis coupled ion transmembrane transport	BP	35	5	5.20342E-05	0.01106
ATP hydrolysis coupled cation transmembrane transport	BP	35	5	5.20342E-05	0.01106
ion transport	BP	737	22	5.61478E-05	0.01152
localization	BP	2621	52	6.0913E-05	0.01207
ribonucleoside monophosphate metabolic process	BP	147	9	6.06496E-05	0.01207
nucleoside monophosphate metabolic process	BP	150	9	7.09445E-05	0.01360
single-organism localization	BP	819	23	9.51294E-05	0.01738
single-organism transport	BP	776	22	0.000119082	0.02109
ribonucleotide biosynthetic process	BP	129	8	0.000143028	0.02423
ribose phosphate biosynthetic process	BP	129	8	0.000143028	0.02423
vacuolar acidification	BP	11	3	0.000246582	0.04101
ribonucleotide metabolic process	BP	220	10	0.000281352	0.04506
proton-transporting two-sector ATPase complex, proton-transporting domain	CC	25	6	3.59375E-07	0.00060
proton-transporting two-sector ATPase complex	CC	45	7	8.65692E-07	0.00078
mitochondrial membrane	CC	285	15	1.42199E-06	0.00119
mitochondrial envelope	CC	303	15	3.0322E-06	0.00172
membrane part	CC	4868	85	1.1722E-05	0.00403
organelle membrane	CC	789	24	1.84982E-05	0.00555
mitochondrial inner membrane	CC	195	11	1.97958E-05	0.00579
integral component of membrane	CC	4419	78	2.52479E-05	0.00720
intrinsic component of membrane	CC	4453	78	3.37749E-05	0.00840
organelle envelope	CC	420	16	3.76291E-05	0.00917
envelope	CC	422	16	3.98337E-05	0.00950
organelle inner membrane	CC	215	11	4.86028E-05	0.01106
Cul2-RING ubiquitin ligase complex	CC	7	3	5.4156E-05	0.01131
proton-transporting ATP synthase complex	CC	19	4	6.25883E-05	0.01220
mitochondrial membrane part	CC	117	8	7.21148E-05	0.01360
mitochondrial part	CC	404	15	8.83156E-05	0.01639
membrane	CC	5379	88	0.000106964	0.01924
vacuolar proton-transporting V-type ATPase, V0 domain	CC	9	3	0.000127733	0.02229
mitochondrial proton-transporting ATP synthase complex, coupling factor F(o)	CC	12	3	0.000325933	0.04885
proton-transporting V-type ATPase, V0 domain	CC	12	3	0.000325933	0.04885
ATPase activity, coupled to transmembrane movement of ions, rotational mechanism	MF	34	7	1.1446E-07	0.00045
hydrogen ion transmembrane transporter activity	MF	84	9	6.11883E-07	0.00060
ATPase activity, coupled to transmembrane movement of substances	MF	98	9	2.27123E-06	0.00166
hydrolase activity, acting on acid anhydrides, catalyzing transmembrane movement of substances	MF	101	9	2.92425E-06	0.00172
primary active transmembrane transporter activity	MF	104	9	3.73269E-06	0.00178
P-P-bond-hydrolysis-driven transmembrane transporter activity	MF	104	9	3.73269E-06	0.00178
cation-transporting ATPase activity	MF	56	7	3.96731E-06	0.00178
ATPase coupled ion transmembrane transporter activity	MF	56	7	3.96731E-06	0.00178
ATPase activity, coupled to movement of substances	MF	112	9	6.88692E-06	0.00260
active ion transmembrane transporter activity	MF	96	8	1.72916E-05	0.00546
active transmembrane transporter activity	MF	281	13	2.87859E-05	0.00797
proton-transporting ATP synthase activity, rotational mechanism	MF	16	4	3.02121E-05	0.00803
transporter activity	MF	991	25	0.000249051	0.04101
substrate-specific transmembrane transporter activity	MF	709	20	0.000263528	0.04279
ion transmembrane transporter activity	MF	660	19	0.000293184	0.04572
substrate-specific transporter activity	MF	828	22	0.000297009	0.04572
monovalent inorganic cation transmembrane transporter activity	MF	264	11	0.000297217	0.04572

GOs are grouped by ontology (BP, CC or MF) and ranked by FDR-corrected *p*-value

## Additional file

Additional file 1: Genes differentially expressed between heterozygous mutant and wild type brains at 6 months. Lists the genes identified as differentially expressed between the brains of heterozygous *psen1*^*Q96_K97del*^ mutant fish and the brains of their wild type siblings at an age of 6 months. Genes are ranked according to FDR-corrected *p*-value. Only genes with a FDR-corrected p-value less than 0.05 are shown. “FC” denotes fold change. “DE” denotes differential expression. For DE_Direction, “1” denotes increased expression in the mutant and “-1” denotes decreased expression in the mutant.

## Abbreviations

AD: Alzheimer’s disease
ATP: Adenosine triphosphate
BP: Biological process (GO term)
CC: Cellular component (GO term)
DE genes: Differentially expressed genes
EOfAD: Early onset familial Alzheimer’s disease
FDR: False discovery rate
GEO: Gene Expression Omnibus
GO: Gene ontology
MAPT: MICROTUBULE-ASSOCIATED PROTEIN TAU (human protein)
MF: Molecular function (GO term)
mg: Milligrams
MRI: Magnetic resonance imaging
*PSEN1*: *PRESENILIN 1* (human gene)
PSEN1: PRESENILIN 1 (human protein)
*psen1*: *presenilin 1* (zebrafish gene)
Psen1: Presenilin 1 (zebrafish protein)

How the deposited data were processed for this re-analysis (not part of the article)

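Brains of 6-month-old female zebrafish from 1 family, heterozygous for the Q96_K97del mutation of psen1 or wild type, were measured by RNA-seq of poly-A enriched RNA. The authors estimated expression against the GRCz11 transcriptome and deposited whole-number counts per Ensembl gene, not normalized, for 28219 genes. The submitters' processing notes name kallisto 0.44.0 and sleuth 0.29.0, without their role. The annotation release and the step from estimates to whole numbers are not given in the sources used here. No further count filter or scaling was found in the values, whose totals differ between libraries.

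Each column was matched to its sample by the name that opens the title of that sample. Of the 8 columns 2, 1 of each genotype, are identical in every gene, so the fit planned before the data were examined, 4 brains against 4, was replaced by one of the other 6 libraries, 3 against 3. The planned fit and fits with the shared library under 1 genotype only were kept as alternatives. The genotype of the shared library was not inferred from its values. The 3 wild type libraries hold 17021711 to 29508810 counts (median 18979408) and the 3 heterozygous mutant libraries 15400148 to 20109680 (median 17133332). The 15 pairs of these 6 libraries differed by 7.16 to 12.1 times the sampling noise (chi-square per degree of freedom, genes with at least 20 counts in the pair). The libraries come from separate fish.

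Genes were kept by filterByExpr, scaled by TMM and tested by glmQLFit and glmQLFTest in edgeR 4.0.16 (R 4.3.3), with a threshold of 0.05 on the Benjamini-Hochberg adjusted p over 18778 genes. The standard error of a log2 fold change is its size divided by the square root of F. CPM values are TMM-scaled, and log2 CPM carries a prior count of 2. No exact permutation test of 1 gene can go below p = 0.1 with 3 brains against 3. Lists were tested by camera in limma 3.58.1 with a preset correlation of 0.01, and beside it with an estimated correlation and by fry, adjusted over 35 lists, and by Fisher's exact test among the 251 lowest p-values. The lists, written before the data were examined, hold 6 groups of energy metabolism and proton transport, the Cul2 ligase (a term of Table 1), other pathways, and markers of cell types that a dissected brain can hold. The 6 groups and the Cul2 ligase follow the conclusions of the paper, drawn in part from these libraries. List genes were matched by symbol to a table that names 24821 of the 28219 genes, where several zebrafish genes can share a human-style name. Reads shared between close copies of a gene could be split by the counting, so single members of such families are uncertain.

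The genes named in the text follow a rule written before the data were examined. It takes psen1 and the other gamma-secretase genes, the genes of Additional file 1 in the energy lists (whose values in that table had been seen) with 6 further genes of it, the 5 highest and 5 lowest log2 fold changes among called genes without overlap, the 5 lowest p-values, and up to 4 genes of lowest p in each list described. Genes named outside it, such as those near psen1, were chosen after their values were seen. NCSTN was not analysed here. For chromosomes, a table of the GRCz12tu assembly was matched by symbol. Where the named rows above and below a gene in the count table agreed, the gene took their chromosome, also in place of its own match. This placed 97.2% of the tested genes (71.2% by symbol alone), and 98.5% of named rows between agreeing neighbours carried the chromosome of those neighbours. The paper uses GRCz11, so no coordinates are given.

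Alternatives were DESeq2 1.42.0, limma voom without and with sample quality weights, RLE factors, library size only, no filter, a filter of 50 counts in at least 4 libraries, 1 surrogate variable from sva 3.50.0, a replicate block, leaving out each of the 6 libraries, leaving out the chromosome of psen1, and the unadjusted p of the last gene of Additional file 1. The tests were checked on simulated counts for 3 brains against 3 with 200 changed genes, where edgeR found 94% of the 4-fold changes, with 20 false calls among 122. Of 20 simulated lists of 18 genes lowered by 0.2 on the log2 scale, camera called 20, and of 20 unchanged lists 0, with genes that vary independently. A single list of 18 genes drawn first had been missed, and the 20 draws replaced it. GO terms were not tested, since no GO annotation was used here.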

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

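The tests of the share of mitochondrial RNA, of neurons, of linked variants and of a lost or gained copy, and the count of low p-values near psen1, were chosen after the result was seen. The 6 libraries can be split into 3 and 3 in 10 ways, the real one included, too few for a share under 0.05.

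Among the DE genes, 5 are not among the genes of Additional file 1. Their log2 fold changes were -1.59 for tuba1b, -5.66 for si:ch211-233m11.1, -3.08 for traf3ip2l, -3.55 for ENSDARG00000058341 and 1.13 for HMGCLL1. The real split gave 9 DE genes and the highest of the other splits 19, and 2 of the 10 splits gave as many as the real one.

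Lists that the paper does not discuss also passed the set test with a preset correlation, and all of these calls were lost with an estimated correlation. Lower in heterozygous mutant brains were the cytosolic ribosome (camera adjusted p = 1.01e-09, 56 of 77 genes below 0), immediate early genes (1.16e-08, 25 of 30), glycolysis (7.41e-05, 21 of 27), cholesterol synthesis (0.000675, 21 of 25), the proteasome (0.00183, 34 of 41), iron homeostasis (0.0131, 14 of 21) and markers of the pineal gland and retina (0.0123, 16 of 22). Higher were the mitochondrial genome (camera adjusted p = 3.45e-09, 11 of 13 genes above 0) and markers of microglia (0.000464, 20 of 27). The call of cholesterol synthesis was lost without heterozygous mutant replicate 1 (0.0874), and that of the Iron homeostasis list without wild type replicate 1 (0.357) or heterozygous mutant replicate 3 (0.0959), under a stricter filter (0.0944) and, in a fit chosen after seeing the data, with the shared library as wild type (0.055). Pineal and retina markers rest on heterozygous mutant replicate 1, whose mean lay at -3.41 (log2) against the wild type mean. Without it the list was higher in heterozygous mutant brains (camera adjusted p = 6.94e-06), and the call was lost without wild type replicate 3 (0.0586), by DESeq2 (0.715) and with no filter (0.575). The real split gave 9 such lists and the highest of the other splits 12, and 4 of the 10 splits gave as many as the real one.

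Genes of ATP synthase and of 5 other energy lists were lower in heterozygous mutant brains while the genes of the mitochondrial genome were higher. The larger share of mitochondrial RNA is argued against as the cause, since the ATP synthase median was -0.20 with those genes removed and the rest scaled to its own total, and the share left to other genes moved by -0.01 on the log2 scale. A fall shared by all abundant genes is argued against by random lists matched on expression, 95% of which had medians from -0.07 to 0.05. The ATP synthase median lay at percentile 0 of 10000. These lists draw genes independently, while ATP synthase genes vary together (estimated correlation 0.66), so the percentile is no p-value. The cytosolic ribosome and immediate early genes also lay at percentile 0. A lower share of all neurons is argued against by the neuron markers, whose median was 0.020 (SD 0.16). These markers went both ways, with SLC17A7 at -0.38 and gap43 at 0.26, so a shift between types of neuron was not tested. Handling of the fish, a change in microglia and the genotype itself stay open and untested. That the genotype lowers these genes is a hypothesis found and tested on the same brains, and it may not hold in others, since no list passed with an estimated correlation (adjusted p = 0.398 for ATP synthase).

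For these lists and the Cul2 ligase the real split gave a camera p of 1.83e-13 for ATP synthase, where the lowest p of the other splits was 1.97e-08 (1 split as low), 0.000289 against 0.00164 for the V-ATPase (1 split), 8.23e-05 against 0.00136 for the mitochondrial carriers (1 split) and 0.0523 against 0.153 for the Cul2 ligase (1 split). Another split had a lower p than the real one for complex I (9.84e-06 against 3.7e-06, 2 splits as low), complexes II to IV (1.19e-07 against 7.25e-08, 2 splits) and the TCA cycle (2.06e-05 against 1.89e-07, 2 splits). Among the 251 lowest p-values the real split gave 3 enriched lists and the highest of the others 2, with 1 split at 3.

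Low p-values lie close to psen1. Within 100 rows of psen1 in the count table, 16 of 107 genes on its chromosome had an unadjusted p under 0.01 (15.0%), against 1.66% on the rest of the chromosome and 2.51% on other chromosomes, with 7 of the 16 higher and 9 lower. Loss or gain of 1 copy of the whole stretch is argued against by a median log2 fold change of 0.01 over the 107 genes. Loss or gain of a smaller part of it was not tested. Sequence variants linked to psen1 and effects of the mutation itself on its neighbours cannot be told apart, since both come with the genotype in every heterozygous mutant brain. The test of the genes near psen1 against the rest of the chromosome (Fisher's exact test, two-sided, p = 3.65e-08) measures the excess and not its origin. Of the 16 genes dlst and COX7A2 belong to the energy lists.

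On the whole chromosome of psen1 lie 19 of the 246 placed genes among the 251 lowest p-values (7.72%, against 3.90% of all genes placed, Fisher's exact test, two-sided, p = 0.00424, adjusted p over 25 chromosomes 0.0354). The real split gave this p, and the lowest of the others was 0.0281 (1 split as low). The enrichment of genes on the chromosome of psen1 was lost on leaving out any library but heterozygous mutant replicate 3 (0.0107), with p = 0.313, 0.615 and 0.24 by Fisher's exact test without wild type replicates 1, 2 and 3, and 0.736 and 0.236 without heterozygous mutant replicates 1 and 2. It was also lost by DESeq2 (0.237), with sample quality weights (0.129) and with 1 surrogate variable (0.402), and turned with the shared library as wild type (p = 1 by Fisher's exact test), a fit chosen after seeing the data. The real split gave 15.0% of genes with low p-values near psen1 and the highest of the others 1.87% (1 split as high). None of the 9 DE genes lies on the chromosome of psen1. Chromosome 23, which does not carry psen1, held more of the 251 (23 genes, adjusted p = 0.00126 by Fisher's exact test over 25 chromosomes). An excess on a whole chromosome was thus not particular to that of psen1.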

How the results depend on the processing

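The fits with the shared library under 1 genotype, and limma voom on 8 columns, were chosen after seeing the data, as were the comparison of 6 libraries in place of the 8 columns first planned and the count of low p-values near psen1, whose excess was on the same side of the threshold in all 19 fits tried. The cause of the changes given here was not tested, apart from fits with fewer libraries or fewer genes. The count of DE genes, 9 by edgeR (4 higher, 5 lower), was 80 by DESeq2 (39 higher, 41 lower), 4 under a stricter filter (2 and 2), 3 with 1 surrogate variable (0 and 3), and 186 by edgeR (66 and 120) or 183 by limma voom (66 and 117) at the unadjusted p of the last gene of Additional file 1. At that unadjusted p 62.7 genes would be met by chance. Leaving out 1 library gave a DE count of 4 to 13 (1 to 9 higher, 3 to 4 lower). With 8 columns as labelled it was 0 by edgeR and by limma voom (0 higher and 0 lower in both, 842 and 948 genes at an unadjusted p under 0.05), with the shared library as wild type 5 (2 and 3) and as mutant 0 (0 and 0, 1766 genes at an unadjusted p under 0.05). It stayed within 1.5 times with limma voom (8, also with sample quality weights), RLE factors (9), library size only (8), no filter (11) and the chromosome of psen1 left out (9).

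The 6 energy lists lower by camera with a preset correlation kept direction and call in every other fit set before the data were examined, but none passed with an estimated correlation (adjusted p = 0.398 for ATP synthase, V-ATPase and mitochondrial carriers, 0.521 for complex I and the TCA cycle, 0.422 for complexes II to IV) or by fry (0.152 for ATP synthase and V-ATPase, 0.24 for complex I and the TCA cycle, 0.215 for complexes II to IV, 0.123 for carriers). Leaving out 1 library gave a camera adjusted p of at most 0.0326 for each of them. The enrichment of genes on the chromosome of psen1 (Fisher's exact test) lost its call by DESeq2 (p = 0.237), with sample quality weights (0.129), with 1 surrogate variable (0.402) and on leaving out 5 of the 6 libraries (0.0107 to 0.736 over the 6), and turned with the shared library as wild type (p = 1). In that last fit 7 lists were enriched among the 251 lowest p-values in place of 3, and the cytosolic ribosome was no longer among them (Fisher adjusted p = 0.783, 2 genes, against 3.02e-05 with 9). Near 0 the neuron list turned without wild type replicate 3 (adjusted p = 0.868), without heterozygous mutant replicate 1 (0.594) and with the shared library as wild type (0.889), and the lysosome list without heterozygous mutant replicate 1 (0.828). Leaving out 1 library gave 0.318 to 0.868 for neurons and 0.324 to 0.896 for the lysosome. The pineal and retina list turned without that library (6.94e-06, range on leaving out 1 library 1.61e-07 to 0.0586), and ARR3 without heterozygous mutant replicate 2 (log2 fold change -0.38, range -0.38 to 1.40). Of 17 further lists, none of them called in the fit reported, 10 turned direction in at least 1 of the same fits, and 1 was called in any (oligodendrocytes, lower without wild type replicate 3, camera adjusted p = 0.00104). These 17 were set apart from the lists followed one by one after their values were seen.

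Replicate numbers do not pair the brains, since libraries of the same number had correlations of 0.0588, -0.02 and -0.02 between their deviations, and not every library deviated most like its own number. With the replicate block the DE count was 3 (0 higher, 3 lower), all among the 9 and none of them in Additional file 1. The enrichment of genes on the chromosome of psen1 had p = 0.134 by Fisher's exact test with the block. The enrichment of complexes II to IV among the 251 lowest p-values was lost with the block (2 genes, adjusted p = 0.251 by Fisher's exact test). The median log2 fold change of all genes moved by under 0.01 in every fit. Counts of 15400148 to 29508810 per library and 3 brains each limit what can be found, as the simulated 1.5-fold changes show, of which 36% were called.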

Differences from the paper's values

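The paper reports 251 DE genes, 105 higher and 146 lower in heterozygous mutant brains, at an FDR of 0.05 by moderated t-tests on 4 brains of each genotype, and edgeR at the same threshold gave 9, with 4 higher and 5 lower, on 3 brains of each. Of the alternatives set before the data were examined, the unadjusted p of the last gene of Additional file 1 came within 1.5 times of the total (186 genes by edgeR and 183 by limma voom) and of the lower genes (120 and 117), but not of the higher (66 and 66), and 73 of these genes by either tool are in Additional file 1. That p is unadjusted, and 62.7 genes would be met by chance at it, so these are not counts at the FDR of the paper. No other alternative set before the data were examined came within 1.5 times of any of the 3 counts. DESeq2 called 34 genes of Additional file 1 among its 80, and edgeR without a filter 5 among 11, where the fit reported has 4 among 9. With 8 columns as labelled, the comparison first planned, edgeR called 0 genes, and so none of the 225 genes of Additional file 1 in the count table, as did limma voom on the same columns, a fit chosen after seeing the values. There 1 library stands in both groups, which makes differences smaller, so the 8 columns do not hold 8 separate libraries. Whether the values the paper analysed held the same copy is not given in the sources used here. The count of 0 from these columns is therefore no direct test of the 251. By the sample labels, other libraries of the batch also entered the variance estimates of the paper.

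Log2 fold changes were compared for 26 named genes of Additional file 1. All 26 had the sign the paper gives, 24 were larger in size here, and 10 were counted as differing. For si:ch211-202h22.10, 1 of the 10, the spread between replicates is no measure, since no wild type library had a count. It was counted by the lower bound given below, and its larger size rests on that bound or on a fitted value. The other genes of the 10 differed by more than the spread between replicates. The paper reports -0.38 for dlst, against -0.27 here, the only one of the 10 that was smaller here. For the others the value of the paper stands first: atp5mc1 -0.44 and -0.52, sdhdb -0.23 and -0.32, atp5f1b -0.26 and -0.32, mpc1 -0.32 and -0.47, and hipk1a 0.60 and 0.75. None of the alternatives on the 6 libraries brought these, or dlst, within the spread. For uqcrfs1 the paper has -0.17 against -0.27 here, on the 6 libraries within the spread only without wild type replicate 1 (-0.22) or heterozygous mutant replicate 3 (-0.25). For slc9a7 it has -0.25 against -0.34, on these libraries within the spread only without wild type replicate 1 (-0.31), and for si:dkey-23a13.11 it has 0.88 against 1.17, likewise within the spread only without wild type replicate 1 (1.07). For si:ch211-202h22.10, with no count in the wild type libraries, the paper reports 4.64 and the bound here is at least 5.77 on the log2 scale (the fitted value of 8.62 depends on the prior count). The bound rests on the counts of the 6 libraries and was not computed anew for the alternatives.

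With 8 columns as labelled, the comparison first planned, edgeR brought 8 of the 10 within the spread of the 6 libraries: atp5mc1 (-0.40), sdhdb (-0.24), atp5f1b (-0.24), mpc1 (-0.34), uqcrfs1 (-0.20), slc9a7 (-0.25), hipk1a (0.59) and si:dkey-23a13.11 (0.90), but not dlst (-0.20). With these columns 24 of the 26 genes lay within the spread, dlst lay outside it, and si:ch211-202h22.10 had no spread to compare. A library that stands under both genotypes makes the differences of this fit smaller. The closeness therefore does not show which columns the paper used. The same 8 came within the spread by limma voom on these columns and with the shared library as mutant, and 3 with the shared library as wild type (atp5mc1, atp5f1b and si:dkey-23a13.11), fits chosen after seeing the values that called 0, 0 and 1 of the genes of Additional file 1. With the shared library under 1 genotype atp6v0a2a, for which the paper has -0.28 and the 6 libraries gave -0.31, left the spread (-0.24 as wild type and -0.32 as mutant). For si:ch211-202h22.10 the fitted value was 1.31 with 8 columns by edgeR, 5.05 by limma voom, 0.87 with the shared library as wild type and 8.99 as mutant.

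In Additional file 1, the FDR of the first gene (0.000845 for an unadjusted value of 5.97e-06) implies at least 142 tests by the Benjamini-Hochberg formula. The FDR of the last (0.0499 for 0.00334, rank 251) implies at least 3753. Each is a lower bound, since the method can lower the FDR of a gene to that of a later rank.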

Other observations

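No test in this part was set before the data were examined, except those of the gene lists and of the chromosome of psen1. Genes of the cytosolic ribosome included 10 that were lower and none that was higher when adjusted over the list alone (edgeR), and in 34 of the 77 every heterozygous mutant brain lay below every wild type brain, where chance gives a separation in 10% of genes for both directions together. The log2 fold change was -0.29 (standard error 0.05) for rpl30, -0.28 (standard error 0.05) for RPL10A, -0.26 (standard error 0.05) for rps3 and -0.28 (standard error 0.06) for RPLP0. In the proteasome no gene passed over the list alone, and psmb5, PSMB1 and PSMD3 had the lowest p-values. Of the immediate early genes egr4, DUSP5 and FOSB were lower when adjusted over the list alone (edgeR), with log2 fold changes of -0.47 (standard error 0.10), -0.43 (standard error 0.10) and -0.49 (standard error 0.13). Of the genes of iron homeostasis, TFR2, a transferrin receptor, at -1.22 (standard error 0.27) and tfa, a transferrin, at -1.03 (standard error 0.27) were lower when adjusted over the list alone (edgeR), and hephl1a had the next lowest p-value at 0.23 (standard error 0.07).

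Markers of neurons went both ways. The vesicular glutamate transporter gene SLC17A7 had a log2 fold change of -0.38 (standard error 0.09), and gap43, a gene of growing axons, of 0.26 (standard error 0.07), and none of the 31 markers passed over the list alone (edgeR). Among markers of microglia the lowest p-values were those of zgc:173915, csf1rb and ptprc, all above 0, and none of the 27 passed over the list alone (edgeR). The list mean lay at 0.26 (log2, against the wild type mean) in wild type replicate 3, within the range of the heterozygous mutant brains, and at -0.18 and -0.08 in the other wild type brains.

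Chromosome 23 held 23 of the 251 lowest p-values (Fisher's exact test, two-sided, adjusted p = 0.00126 over 25 chromosomes), more than any other, and chromosome 5 held 4, fewer than its share (adjusted p = 0.0276). Of the 251 lowest p-values, 92 belong to genes of Additional file 1, where 2.86 would be met by independent lists, although both come from largely the same libraries. Among the genes near psen1, the log2 fold change was -1.10 (standard error 0.14) for angel1, 0.93 (standard error 0.17) for lgals8b, 0.75 (standard error 0.11) for si:ch211-235i11.4 and -0.62 (standard error 0.10) for ENSDARG00000077430, and none of the 16 passed over all genes (edgeR). Of the 107 genes near psen1, 11 are in Additional file 1.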
